A study of Mus musculus with 8 samples. Its data were reported in "scFFPE-ATAC enables high-throughput single cell chromatin accessibility profiling in formalin-fixed paraffin-embedded samples" (2025).

How the data were processed

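Nuclei from FFPE spleens of C57BL/6J mice were tagmented with Tn5 and purified with (+RV) or without (−RV) reverse crosslinking. Of 8 samples, 4 were bulk libraries (2 per condition) and 4 were single-cell libraries (2 per condition). Groups and replicate numbers came from the sample descriptions. Single-cell fragments were deposited as 2 pooled sets, 1 per condition, whose replicates are not told apart, so each condition counted as 1 sample. The condition of each pooled set was read from the abbreviation that also names the bulk lists.

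The authors deposited 1 list of peaks per bulk library in the layout of the MACS2 caller, with positions on mm10. The deposited score is 10 times the −log10 q of a peak, cut to a whole number. The deposited fold is the pile-up at the summit as a ratio over the caller's local background. The deposited −log10 p and −log10 q belong to the peak within its own library. Scores, folds and −log10 values are the authors' and served here only to rank, describe or filter peaks within a list. The study's methods name MACS2 and removal of blacklisted regions, while the submitters' processing notes name Bowtie2 2.4, SAMtools 1.15, Picard 1.119 and SEACR 1.3 with mm10 and no roles. Which of these made the bulk lists is not given in the sources used here.

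For single cells the authors deposited other values: the start, end and barcode of each unique fragment on mm10. Barcodes came with at least 500 fragments, and they had been selected by the authors on a fraction at TSS whose stated limit was not recovered from the files. Of −RV fragments 0.565%, and of +RV fragments 0.717%, repeated the position and barcode of another and were kept. A fragment length of 75 bp held 20.1% of −RV and 20.5% of +RV nuclear fragments, next to 0.0158% and 0.0189% at 74 bp. A smaller step lay at 50 bp, with 2.89% and 1.66%, next to 0.839% and 0.435% at 49 bp. The study's methods describe that reads were cut to 75 bp (read 1) and 50 bp (read 2). Lengths near both values are affected by the authors' processing.

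Genes were the 21827 protein-coding genes of GENCODE vM21 on the main chromosomes, with 41403 TSSs. A promoter window ran from 1000 bp upstream to 200 bp downstream of a TSS. Peaks were compared with bedtools 2.31.1 (at least 1 bp of overlap) and counted, measured and assigned by summit. A promoter was called when a peak touched it in both libraries of a condition. Library values were compared by exact two-sided permutation tests, whose smallest p is 0.333, and gene lists by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 19 lists and both conditions at 0.05. The 95% intervals of shares are exact binomial and those of counts exact Poisson and two-sided; for a count of 0 the text gives a one-sided limit of 3 counts.

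Single-cell fragments were counted by their midpoint and scaled to the nuclear fragments of each set (CPM), 1592372 in −RV and 13703580 in +RV. Log2 ratios used a pseudocount of 1 CPM, so they understate changes of low genes. Ratio intervals were computed on counts without it. List medians were placed among 10000 random lists matched on level within 100 ranks. TSS enrichment compared insertions within an 11-bp centre with those in the outer 100 bp on each side, 2000 bp away, around 132629 TSSs of all transcripts. Clusters came from a latent semantic index of 5000-bp bins with 20 components, a graph of 20 neighbours and Leiden at resolution 1. No doublet caller was run; clustering was repeated without the 5% deepest barcodes. Barcodes found in both sets numbered 2.

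A cluster took the name of the list with the highest ratio against all other barcodes when that ratio was at least 1.5, its percentile at least 99.9, at least 3 members were raised, and no other list had more members among its 10 leading genes. The lists were fixed, but this naming rule was set after the data were seen. Gene windows for clusters ran from 5000 bp upstream to 500 bp past the gene end.

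Gene lists, tests, alternatives and the rule for named genes were fixed before the data were examined. There were 19 lists: B cell, T cell, NK cell, macrophage and monocyte, dendritic cell, neutrophil, erythroid, megakaryocyte, plasma cell, endothelial, stromal, cell cycle, housekeeping, neuron, hepatocyte, skeletal muscle, pancreatic acinar, adipocyte and the study's 6 marker genes. Named genes were these 6, the 3 members of each list with the highest promoter CPM, members whose bulk call differed between conditions in both replicates, the 10 highest and 10 lowest single-cell ratios at a mean of at least 30 CPM, and the 10 best-ranked promoters of each condition called there alone. From the second of these groups the text prints those whose ratio interval excluded 1. Some genes that these rules name are not reported here. Islet and duct lists of the pancreas were added later.

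Alternatives were a stricter −log10 q of 5, merging of peaks within 150 bp, the same number of peaks per library, other windows and pseudocounts, leaving out libraries, a replicate block, barcode minimums of 1000 and 1500, thinning, and other components and resolutions. Region-based promoter calls, fragments of 50 to 100 bp, removal of repeats, removal of marker loci before clustering, removal of the deepest barcodes, a barcode minimum of 1500 for clusters, the same number of peaks for the overlap, the TSS enrichment limit for clusters and a random +RV set of the −RV size were added after seeing the data.

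The methods were tested on simulated data. Genes doubled in the promoter comparison came out at a median log2 ratio of 0.99, and 2.5% of 40 unchanged lists fell outside the central range. For dispersion, lists raised 8-fold in 10% of barcodes were found in 100% of 20 draws in +RV and 90% in −RV, and unstructured lists in 5% and 0%. Smaller rises were not simulated, so a list that did not pass may still be structured. Barcodes dealt at random into clusters gave 0 named clusters. The tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scikit-learn 1.9.0, Scanpy 1.11.5, igraph 0.11.9, numba 0.67.0 and matplotlib 3.10.9.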

Results

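Chromatin accessibility was profiled in nuclei from formalin-fixed paraffin-embedded (FFPE) spleens of C57BL/6J mice. ATAC-seq uses the Tn5 transposase to insert adapters into open DNA, so that fragments pile up where chromatin is accessible. Tagmented DNA was purified with reverse crosslinking (+RV), which releases DNA from formaldehyde-fixed protein, or without it (−RV). Bulk ATAC-seq had 2 libraries per condition, each with its own peak list. Single-cell ATAC-seq with split-pool barcodes also had 2 labelled libraries per condition, but the deposited fragments were pooled into 1 set per condition. Bulk peak lists held 32288 and 32736 peaks without reverse crosslinking and 47755 and 47864 peaks with it. The −RV single-cell set held 1727885 fragments from 2406 barcodes and the +RV set 14747920 fragments from 18620 barcodes. The number of reads behind the bulk peak lists is unknown here.

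The first comparison asked how reverse crosslinking changed the regions called accessible in bulk. Introns and intergenic DNA gained most of the added peaks. Peaks with their summit in an intron numbered 10956.5 ± 206 (SD, n = 2) in −RV and 17757.5 ± 108 in +RV, a ratio of 1.62. Intergenic summits numbered 10336 ± 96.2 in −RV and 16954 ± 119 in +RV, a ratio of 1.64. Promoter summits, from 1000 bp upstream to 200 bp downstream of a protein-coding transcription start site (TSS), differed less, with 10217.5 ± 13.4 in −RV and 11240 ± 39.6 in +RV, a ratio of 1.10.

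In total, −RV libraries had 32512 ± 317 peaks and +RV libraries 47809.5 ± 77.1 (SD, n = 2), a ratio of 1.47. Peaks covered 16.04 ± 0.445 Mb in −RV and 26.3 ± 0.0558 Mb in +RV, a ratio of 1.64, with median widths of 412.5 ± 6.36 bp and 425.5 ± 0.707 bp. Promoter windows were touched by 33.2% ± 0.326 of −RV peaks and by 25.3% ± 0.00955 of +RV peaks. Intron summits made up 33.7% ± 0.305 of −RV and 37.1% ± 0.286 of +RV peaks, exon summits 3.08% ± 0.0570 and 3.89% ± 0.0499, and intergenic summits 31.8% ± 0.0140 and 35.5% ± 0.191. For each of these measures the difference was larger than the spread between the libraries of a condition. The exact two-sided permutation test gave p = 0.333 for each, the smallest value that 2 libraries against 2 allow. The study's supplement names the libraries of a condition technical replicates, so their spread is technical. The promoter share depended on how many peaks were counted: with the 32288 best-ranked peaks of every library it was 0.864 percentage points higher in +RV than in −RV.

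**Figure D1:**
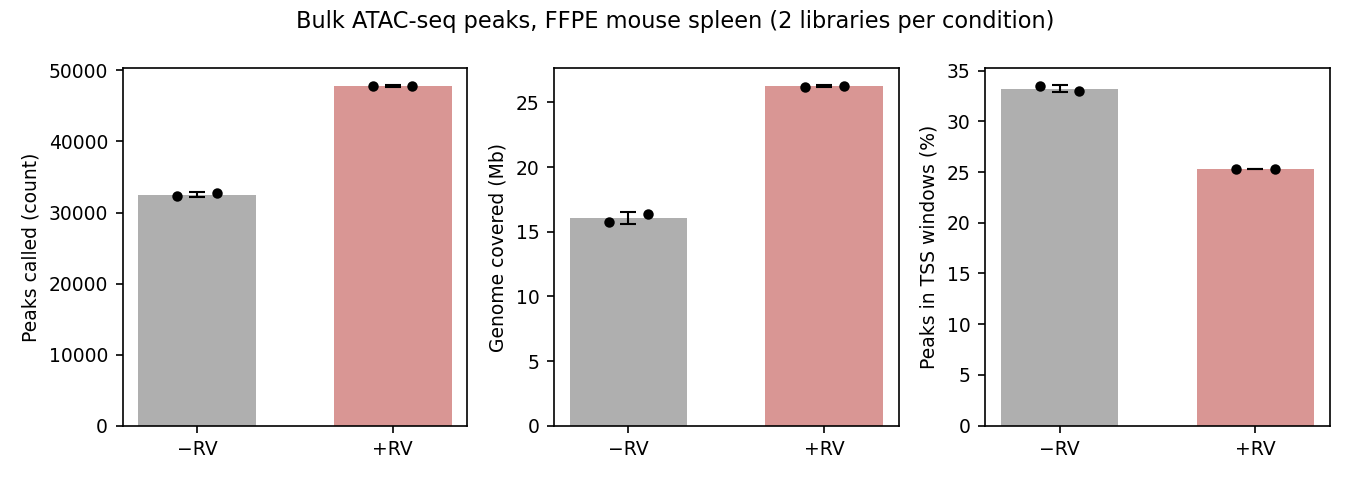
Bulk ATAC-seq peaks per condition, as the number of peaks, the genome covered in Mb and the percentage of peaks that touch a promoter window. Bars are means, error bars are SD over 2 libraries and points are libraries; +RV libraries had 47755 and 47864 peaks against 32288 and 32736 in −RV.

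Most −RV regions were also marked in +RV. Of −RV peaks, 90.4% (range 90.2 to 90.6 over 4 library pairs) overlapped a +RV peak by at least 1 bp, while 58.7% (58.1 to 59.3) of +RV peaks overlapped a −RV peak. Replicates of a condition shared 79.2% of −RV peaks and 80.02% of +RV peaks. The Jaccard index of covered bases was 0.510 across conditions, 0.611 between −RV libraries and 0.657 between +RV libraries. Merging all peaks gave 60226 regions, of which 23619 (39.2%) were called in all 4 libraries. These shared regions had a median width of 813 bp, and 42.0% of them touched a promoter window. Regions called in both +RV libraries and no −RV library numbered 7530 (12.5%), with a median width of 400 bp and 12.1% at promoters. The reverse class, called in both −RV libraries alone, held 266 regions, of which 3.76% were at promoters.

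The next question was which genes had an accessible promoter in each condition. B cell genes, housekeeping genes and cell cycle genes were called more often than other genes in both conditions. Of 16 B cell genes, 14 had a promoter peak in both −RV libraries and 16 in both +RV libraries (adjusted p = 0.00788 and 0.000963, Fisher's exact test with Benjamini-Hochberg adjustment over 19 lists and both conditions). By the same exact test, T cell genes were called for 11 of 18 in −RV (adjusted p = 0.457) and 15 of 18 in +RV (0.0297), and erythroid genes for 8 of 15 (0.842) and 13 of 15 (0.0212). With the same number of peaks from every library, the exact test no longer set these lists apart in +RV, with 12 of 18 T cell genes (adjusted p = 0.336) and 10 of 15 erythroid genes (0.383), while B cell, housekeeping and cell cycle genes still passed (0.00336, 0.000790 and 0.0101). Endothelial genes were called for 1 of 11 in −RV and 6 of 11 in +RV.

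Housekeeping genes had a promoter peak for 19 of 20 in each condition (exact Fisher test, adjusted p = 0.000413 in −RV and 0.00138 in +RV), and cell cycle genes for 11 and 12 of 13 (0.0212 and 0.0140). Lists called less often than other genes in both conditions by the exact test were neutrophil (0 and 1 of 11, adjusted p = 0.00589 and 0.0138), stromal (0 and 2 of 14, 0.00138 and 0.0148), neuron (1 and 2 of 13, 0.0138 and 0.0212), hepatocyte (0 and 0 of 11, 0.00589 and 0.00163) and pancreatic acinar genes (0 and 0 of 8, 0.0209 and 0.00907). By the exact test, endothelial genes were called less often in −RV (adjusted p = 0.0252) and not in +RV (adjusted p = 1), and megakaryocyte genes, 0 and 1 of 8, gave adjusted p = 0.0209 and 0.0521. Macrophage and monocyte (7 and 9 of 19), dendritic cell (5 and 8 of 12), NK cell (3 and 4 of 10), plasma cell (5 and 6 of 8), skeletal muscle (2 and 2 of 9) and adipocyte genes (1 and 1 of 7) passed in neither condition. The study's marker genes were called for 3 and 5 of 6 (exact test, adjusted p = 1 and 0.330), a list the study chose on these samples. These tests run over genes within 4 libraries, not over animals, and a difference between conditions needs its own test.

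Over all 21827 protein-coding genes, 10419 (47.7%) had a promoter peak in both −RV libraries and 11698 (53.6%) in both +RV libraries. Promoters called in both +RV and neither −RV library numbered 761, and those with the reverse pattern 3 (exact two-sided sign test over genes, p = 1.53e-222). The +RV lists hold more peaks, so this test cannot tell a change at promoters from the longer lists. With the same number of peaks from every library the first count was 348, and the reverse count is not given here. With only 1 library per condition the first count was 1303 to 1318. The gain of endothelial promoters was larger than that of other genes without a −RV peak, with 5 of 10 against 7.05% over all such genes (Fisher's exact test, odds ratio 13.3, adjusted p = 0.00610 over 19 lists). That test of the gain was chosen after the data were seen, and with the same number of peaks from every library it gave an adjusted p of 0.593. The exact sign test for the same 5 gained and 0 lost endothelial genes gave p = 0.0625, adjusted p = 0.688.

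Endothelial promoters with a peak in +RV alone belonged to Kdr and Tek, receptor tyrosine kinases of vessel growth, Tie1, Egfl7 and Plvap. The authors' fold over local background was 5.55 and 4.74 for Kdr on chromosome 5 (75932827 to 75978458), 4.25 and 3.92 for Tek on chromosome 4 (94739289 to 94874976), and 6.97 and 4.71 for Plvap on chromosome 8 (71497765 to 71511752) in the 2 +RV libraries. Other list genes of the same class were Cd247 and Bcl11b (T cell), Gzma (NK cell), C1qb (macrophage), Siglech and Ccr9 (dendritic cell), Cebpe (neutrophil), Klf1 and Alas2 (erythroid), Mzb1 (plasma cell), Col1a2 (stromal), Tyms (cell cycle) and Syt1 (neuron). With the same number of peaks from every library, 2 endothelial genes (Kdr and Plvap) and, of the others, Ccr9, Mzb1, Col1a2 and Tyms showed this pattern. At Tyms a −RV peak lay in the same merged region.

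Of the genes the study follows as cell type markers, Cd3e (T cell receptor complex) and Tppp3 had a promoter peak in all 4 libraries. Vcam1 and Pax5 lacked one in −RV replicate 1, and Cd163 had none in any library. The best-ranked promoters of the 761 belonged to Lrp2bp, Slc4a7, Atp5f1, D930007J09Rik, Gm10322, Armc5, Slc26a8, Tnnc1, A730015C16Rik and Gja5. In each of these 10 a −RV peak lay in the same merged region just outside the window, as was the case for 68 (8.94%) of the 761. The 3 promoters called in −RV alone were Vpreb1, part of the surrogate light chain of B cell precursors, Ube2q2 and Acbd4, and Vpreb1 had a +RV peak in the same region. Leaving out those 68 leaves 693 of the 761. A separate call by whole merged regions, made after the data were seen, gave 720 genes with a +RV peak alone, and its best-ranked genes were Mapt, B4galt6, Reck, Itga8, Proser2, Nhlrc1, Tc2n, Cxadr, Rusc2 and Xlr4b, with Mapt on chromosome 11 (104231390 to 104332090) at a mean rank of 11132.

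Fragments of single nuclei were compared next, as 1 pooled set per condition without a test. Over all lengths together, promoters held a larger share of nuclear fragments in +RV, 14.2% (95% exact interval 14.2 to 14.3), than in −RV, 12.6% (12.5 to 12.6). Within each length class above 50 bp, given below, the share was instead higher in −RV. In both sets the authors had selected barcodes on a fraction at TSS, so promoter shares and TSS enrichment describe selected barcodes. Fragments longer than the DNA wrapped around a nucleosome core made up 20.4% (20.3 to 20.4) of nuclear fragments in +RV and 2.29% (2.27 to 2.32) in −RV. At promoters these shares were 29.4% and 4.83%, and in mitochondrial DNA, which carries no nucleosomes, 13.8% and 6.11%. Intervals here and below cover counting error only.

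Each barcode had a median of 633 fragments in −RV (quartiles 553 and 782) and 667 in +RV (569 and 864). The 1000-fragment mark was reached by 257 of 2406 −RV barcodes and 3028 of 18620 +RV barcodes, and the 1500-fragment mark by 43 and 856. A TSS enrichment of at least 4 was found in 1342 −RV and 12687 +RV barcodes, of which 185 and 2564 also had 1000 fragments and 34 and 765 had 1500. TSS enrichment of the merged insertions was 7.76 in −RV and 8.72 in +RV, with medians per barcode of 4.31 and 4.99. Mitochondrial fragments made up 7.65% of −RV and 6.89% of +RV fragments. Median fragment length was 62 bp in −RV and 76 bp in +RV, and the longest fragments measured 237 bp and 469 bp. With the +RV set weighted to the −RV length distribution, promoter shares were 12.6% in −RV and 13.1% in +RV. Only fragments up to 50 bp had the higher share in +RV, with 10.05% in −RV and 15.4% in +RV. The upper limit of this class lies on the step at 50 bp. For fragments over 50 and up to 100 bp, shares were 12.01% in −RV and 11.2% in +RV. Over 100 and up to 150 bp they were 21.9% and 16.7%, and over 150 and up to 200 bp 26.5% and 18.6%. Above 200 bp they were 29.1% and 22.4%, with 141 such fragments in −RV.

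**Figure D2:**
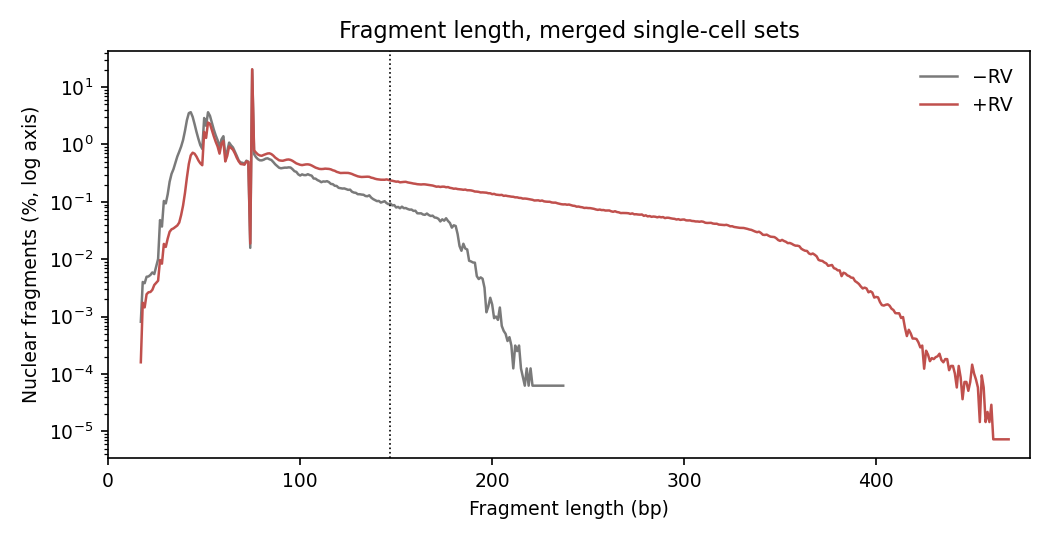
Length in bp of nuclear fragments in the merged single-cell sets, as a percentage of all nuclear fragments on a log axis. The dotted line marks the length of DNA around a nucleosome core, above which lay 2.29% of −RV and 20.4% of +RV fragments; the spike at 75 bp held 20.1% and 20.5%.

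Promoter accessibility was then compared gene by gene between the merged sets. Pancreatic acinar and erythroid promoters took a smaller share of +RV fragments than random gene lists of matched level did. Skeletal muscle promoters did so too, but not at the same depth. The median log2 ratio of +RV over −RV was -0.76 for 8 pancreatic acinar genes (percentile 0.030 among 10000 random lists), -0.22 for 15 erythroid genes (0.050) and -0.17 for 9 skeletal muscle genes (1.35). For Cela1, a digestive elastase, the scaled count (CPM) was 26.4 in −RV (exact Poisson interval 19.0 to 35.7) and 14.01 in +RV (12.1 to 16.1). No list lay above the central 95% of its random lists. These ratios pool all barcodes, so they cannot separate a change at promoters from a different mix of barcodes. In the clusters described below, pancreatic acinar-like barcodes made up 7.86% of −RV and 3.23% of +RV. Erythroid-like barcodes made up 25.3% and 18.7%. The order of the pancreatic acinar-like shares was the other way after thinning barcodes to 500 fragments.

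Lists of immune cells had medians of 0.30 for B cell genes (percentile 72.0), 0.03 for T cell genes (24.3), 0.30 for NK cell genes (84.7), 0.37 for plasma cell genes (84.6), 0.30 for dendritic cell genes (85.3), -0.06 for macrophage and monocyte genes (20.4) and 0.03 for neutrophil genes (21.8). Megakaryocyte genes had a median of 0.58 (88.6), endothelial genes 0.26 (63.6) and stromal genes 0.07 (75.3). Housekeeping genes had a median of 0.09 (22.9), cell cycle genes 0.12 (33.2), neuron genes 0.10 (22.3), hepatocyte genes 0.10 (18.6), adipocyte genes 0.00 (59.6) and the study's 6 marker genes -0.27 (8.31). With barcodes of at least 1000 fragments the erythroid list moved to percentile 8.35, and with fragments of 50 to 100 bp the pancreatic acinar list moved to 7.33. The skeletal muscle list moved to 32.9 with the 1000 minimum, to 10.5 with the gene window and to 88.4, with a median of 0.39, after thinning +RV to the −RV depth. Under those settings they no longer stood apart from random lists.

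**Figure D3:**
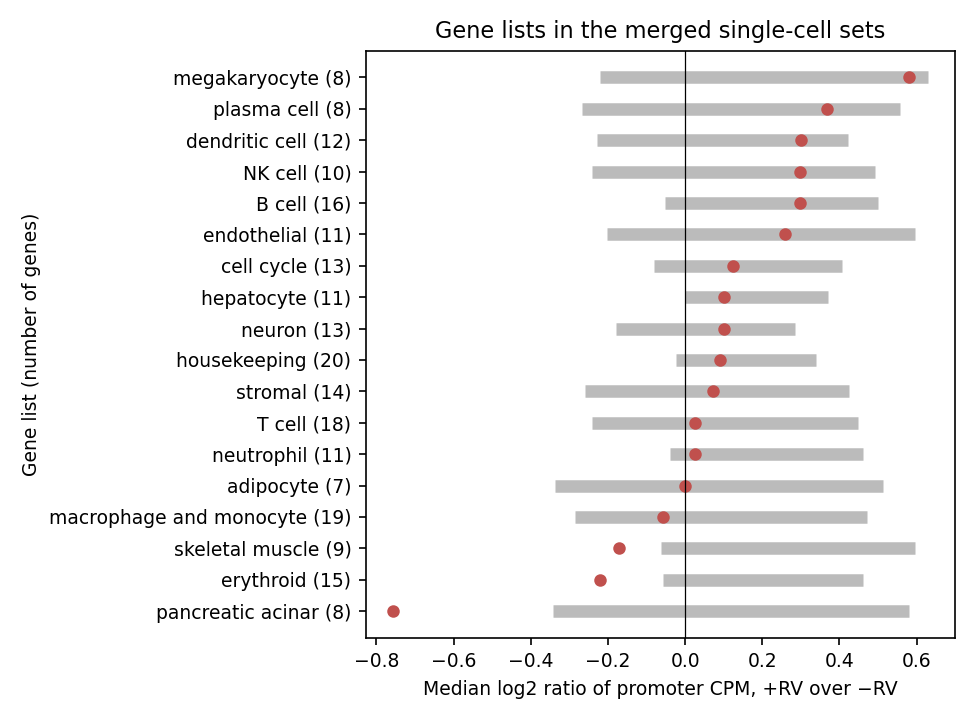
Median log2 ratio of promoter CPM, +RV over −RV, per gene list in the merged single-cell sets. Points are list medians and grey bars hold the central 95% of 10000 random lists matched on level; pancreatic acinar (-0.76), erythroid (-0.22) and skeletal muscle (-0.17) lie below their bars.

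Among the leading members of each list, Cd74, the invariant chain of antigen presentation, had 10 fragments in −RV and 165 in +RV (ratio interval 1.02 to 4.07). Pf4, a platelet chemokine, had 0 fragments in −RV, which allows up to 1.88 CPM (3 counts, a one-sided limit), and 45 in +RV. Ratio intervals below 1 were found for Cela1 (0.379 to 0.761), Ctrb1 (0.166 to 0.871), Mylpf (0.514 to 0.912) and Gad1 (0.135 to 0.929). All of these genes were picked from the 3 leading members of each list because their intervals excluded 1. The intervals are not adjusted for that choice. For Cd3e, Tppp3, Vcam1, Pax5 and Cd163 the intervals held 1, so no difference was detectable at this depth.

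Across 21827 genes the merged sets correlated with Pearson's r = 0.956 on log2(CPM + 1) and Spearman's rho = 0.935, over genes that are not independent replicates. Of 428 genes with a mean of at least 30 CPM, log2 ratios ran from -0.67 to 0.88 with an SD of 0.27, against 0.20 from counting alone. Among the highest ratios were those of 1190002N15Rik, Plag1, Arl6ip6, Atp2b1, Fbxo5, Chchd7, AW549877, Sp4 and Cox20. Plag1 and Chchd7 share a bidirectional promoter, so its fragments are counted in both. 1190002N15Rik on chromosome 9 (94517864 to 94538081) had 37 fragments in −RV and 598 in +RV (ratio interval 1.35 to 2.69). The lowest ratios belonged to Gm10715, Ndufs8, Mlec, Mylpf, Arid4a, Rras, Dck, Pabpn1, Mxd1 and Hagh. Ndufs8, a subunit of respiratory complex I on chromosome 19 (3908863 to 3912774), had 61 and 334 fragments (ratio interval 0.483 to 0.850). Both genes were picked as extremes of 428, and their intervals are not adjusted for that choice. That these intervals exclude 1 is therefore not evidence of a difference. The median log2 ratio of these 428 genes, 0.09, turned to -0.09 when scaled by promoter fragments, and 4 of the 10 highest ratios stayed among the 10 highest after thinning +RV to the −RV depth.

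Single-cell fragments were also set against the bulk regions. Regions called in all 4 bulk libraries held 15.7% (15.7 to 15.8) of −RV and 18.5% (18.5 to 18.6) of +RV nuclear fragments. Regions called in +RV bulk libraries alone held 0.856% (0.842 to 0.871) and 0.961% (0.956 to 0.966), and those called in −RV bulk alone 0.0305% (0.0278 to 0.0333) and 0.0297% (0.0288 to 0.0306). The log2 ratio of +RV over −RV was 0.239 in regions called in all 4 libraries. It was 0.166 in regions of +RV bulk alone and -0.0370 in those of −RV bulk alone. Regions of +RV bulk alone therefore did not rise more than shared regions. The union of 60226 regions held 19.0% and 22.1%. Over the union, merged −RV and +RV sets correlated with Pearson's r = 0.900 and Spearman's rho = 0.827, and r was 0.842 after thinning +RV to the −RV depth. A pair of random parts of +RV, each of the −RV size, gave r = 0.858.

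The last question was whether single barcodes carried the accessibility of a cell type. T cell, B cell and pancreatic acinar promoters were concentrated in some barcodes in both sets. Dispersion of list counts over barcodes, relative to Poisson at each barcode's depth, was 1.29 for T cell, 1.17 for B cell and 1.38 for pancreatic acinar genes in −RV (percentiles 99.99, 99.75 and 99.98 among 10000 matched random lists). In +RV it was 1.22 for T cell (99.99), 1.15 for B cell (98.6), 1.32 for pancreatic acinar (99.99), 1.26 for erythroid (99.96), 1.13 for macrophage and monocyte (98.6) and 1.15 for stromal genes (98.4). Housekeeping genes had 1.05 in −RV (55.6) and 1.06 in +RV (39.8). Not all of these calls held under other settings: with barcodes thinned to 500 fragments, B cell and pancreatic acinar genes in −RV fell to percentiles 94.2 and 95.2, and macrophage and stromal genes in +RV to 89.8 and 97.1. With barcodes of at least 1000 fragments, T cell genes in −RV fell to 83.9, on 10 fragments, and stromal genes in +RV to 93.05.

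Barcodes were grouped by their accessible 5000-bp bins, and groups were named only from marker lists fixed before the data were examined. The −RV barcodes formed 5 clusters: T cell-like (634 barcodes, 26.4%), erythroid-like (609, 25.3%), B cell-like (542, 22.5%), stromal-like (432, 18.0%) and pancreatic acinar-like (189, 7.86%). The share of T cell genes was 2.30 times that of other barcodes in the T cell-like cluster, and B cell genes reached 2.36 times in the B cell-like cluster. The T cell-like cluster also had 1.70 times (1.53 to 1.89) the B cell share, and the B cell-like cluster 1.58 times (1.37 to 1.82) the T cell share. Erythroid genes reached 6.58 times, stromal genes 2.48 times and pancreatic acinar genes 27.0 times in their clusters. The +RV barcodes formed 9 clusters: B cell-like (4193, 22.5%), T cell-like (3295, 17.7%), erythroid-like in 2 clusters (2273 and 1208 barcodes), stromal-like (1871, 10.05%), endothelial-like (1472, 7.91%), plasma cell-like (1156, 6.21%), pancreatic acinar-like (602, 3.23%) and 1 unnamed (2550, 13.7%).

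In +RV, list shares in the named clusters were 2.91 times those of other barcodes for B cell, 4.26 times for T cell and 5.02 times for erythroid genes. They were 4.27 times for stromal, 2.73 times for endothelial, 2.40 times for plasma cell and 26.7 times for pancreatic acinar genes. Since the bins that shape a cluster hold its marker genes, clustering was repeated without those genes and 50 kb around them. T cell genes then still reached 4.21 times in +RV and 1.99 times in −RV, B cell genes 2.99 and 2.30 times, erythroid genes 6.51 and 6.53 times, and pancreatic acinar genes 26.6 and 25.6 times. In −RV the NK cell list then gave the name in place of the T cell list, and in +RV no cluster was plasma cell-like. In a random +RV set of 2406 barcodes neither an endothelial-like nor a plasma cell-like cluster was named, while a macrophage and monocyte-like one was. A fragment at Cd3e was found in 2.43% of +RV T cell-like barcodes and in 0.476% of all others. Among the named clusters, Vcam1 reached 2.15 times (interval 1.60 to 2.85) in the stromal-like and 1.87 times (1.32 to 2.60) in the endothelial-like cluster. In the other named clusters its share was lower than elsewhere. Fragments at Vcam1 numbered 62 in the stromal-like cluster and 248 outside it. Of those 248, 42 lay in the endothelial-like cluster and 24 over both erythroid-like clusters. The B cell-like cluster held 17, the T cell-like 10, the plasma cell-like 7 and the pancreatic acinar-like 3. The rest lay in the unnamed cluster of 2550 barcodes, more than in any named cluster. By this count the unnamed cluster led for Vcam1, though its ratio and interval were not computed. The unnamed cluster had 2.48 times the macrophage and monocyte share of other barcodes. Csf1r of that list was among its leading genes. Tppp3 reached 2.998 times (1.54 to 5.36) in the pancreatic acinar-like cluster. In its own clusters of these sets the study detected no genes specific to spleen cell types, unlike the named clusters here. Names were rebuilt here, all barcodes were clustered without a TSS enrichment limit, and no doublets were removed. A difference from the study may therefore come from the naming or from these steps. With the TSS enrichment limit of 4, clusters were still named by 5 lists in −RV and 6 in +RV. Cluster sizes are given per set without a test. Each condition is 1 library set, and a cluster cannot be separated from features of that set. Without the 5% deepest barcodes, no −RV cluster was stromal-like and no +RV cluster plasma cell-like. With only barcodes of at least 1000 fragments, 1 list named a cluster in −RV and 4 did in +RV, and the pancreatic acinar-like share was 18.7% and 6.64%; it was 22.1% in +RV when barcodes were thinned to 500 fragments. These larger clusters were less distinct, as the highest pancreatic acinar ratio of any cluster fell to 5.35 and 18.8 times with the 1000 minimum and to 4.34 times in thinned +RV barcodes.

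**Figure D4:**
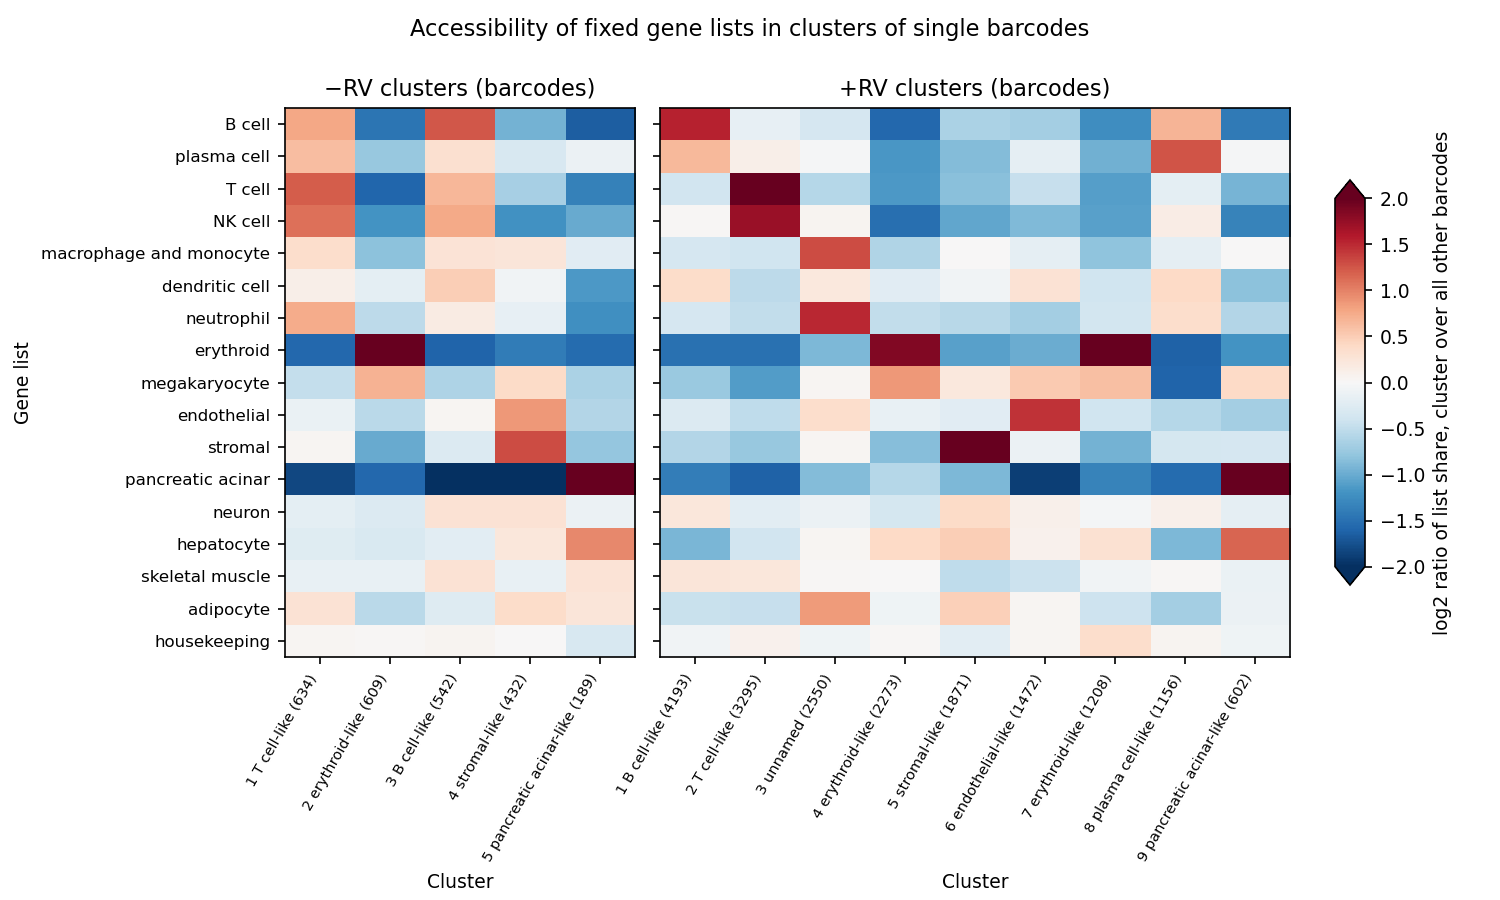
Accessibility of gene lists (vertical axis) in each cluster of −RV and +RV barcodes (horizontal axis, with numbers of barcodes). Colour is the log2 ratio of a list's share in a cluster over its share in all other barcodes; pancreatic acinar genes reach 27.0 times in −RV and 26.7 times in +RV.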

Values the study reported

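The study reported 32,512 peaks without reverse crosslinking and 47,809 with it. Its Pearson correlation between the bulk conditions was 0.94, and the same value was given for the merged single-cell sets. For a TSS score of at least 4 and at least 500 unique fragments, the study kept 876 cells without and 8777 cells with reverse crosslinking. With at least 1000 fragments these numbers were 67 and 1957, and with at least 1500 they were 30 and 595. At the limits of 500 and 1000 fragments the study stated that it detected no genes specific to spleen cell types. Before the TSS filter, 1980 and 2687 barcodes had at least 1500 fragments.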

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

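This part holds no test. Both values come from fragments that the comparisons above leave out. Fragments on unplaced scaffolds of the genome numbered 3258 in the −RV single-cell set and 28702 in the +RV set, above the 3 fragments that a count of 0 allows. They made up 0.189% and 0.195% of all fragments. A single scaffold held 1365 of them in −RV and 14788 in +RV, or 41.9% and 51.5%.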

How the results depend on the processing

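The equal peak number for overlaps, short fragments, removal of repeats, removal of marker loci, the TSS enrichment limit and 1500-fragment minimum for clusters, removal of the deepest barcodes and the random +RV set were chosen after seeing the data. Of 257 values under alternative settings, 180 stayed within the spread or interval of the reported value or on its side, 73 moved and 4 changed sign. Where no reason is given, the cause was not tested. Sparse counts limit all single-cell values: at 0 fragments, a gene can have up to 1.88 CPM in −RV and 0.219 CPM in +RV (3 counts, a one-sided limit). Clustering of −RV barcodes with at least 1500 fragments was not run, since only 43 had so many.

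With the same number of peaks per library, the difference in promoter share (-7.94 points) turned to 0.864 points, the overlap was 81.8% for −RV and 77.5% for +RV peaks, 348 promoters were called in +RV alone, and 3 lists were over-represented in +RV in place of 5, with T cell and erythroid genes lost. The overlap was 91.5% and 60.1% with a −log10 q of at least 5, and 72.9% and 49.6% when 50% of both regions had to be shared. With 1 library per condition, promoters called in +RV alone numbered 1303 to 1318, since fewer libraries then had to lack or hold a peak. The ratios of peak number, width and covered length kept their direction under every alternative run.

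The replicate block, which sets libraries of the same number side by side, gave ratios of 1.47 for peaks, 1.03 for width and 1.64 for covered length, and -7.94 points for promoter share. Its exact sign-flip test over 2 pairs cannot go below p = 0.5. Deviations of replicate 1 from replicate 2 correlated at 0.00226 between conditions over 60226 regions. The study's methods describe that tagmented bulk material was split between the 2 treatments, but not whether libraries of the same number are such parts.

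The correlation over genes (0.956) was 0.947 and 0.963 with pseudocounts of 0.5 and 5 CPM, 0.978 with the gene window, 0.833 with barcodes of at least 1000 fragments, 0.931 after thinning +RV and 0.932 with fragments of 50 to 100 bp. The median log2 ratio (0.09) was 0.16 with no minimum CPM, 0.020 with the gene window, -0.092 scaled by promoter fragments, -0.12 with the 1000 minimum and -0.25 with fragments of 50 to 100 bp. With the gene window 1 list, B cell, lay above the central 95% of random lists, and with the 1000 minimum 1 list, pancreatic acinar, lay below it in place of 3. The T cell list fell to percentile 0.315 with fragments of 50 to 100 bp.

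Over bulk regions, Pearson's r (0.900) was 0.814 with a pseudocount of 0.1 CPM and 0.841 after thinning (0.842 in a separate random draw), and Spearman's rho (0.827) was 0.894 in regions called in all 4 libraries and 0.746 after thinning. Regions called in all 4 libraries held 15.7% of −RV and 18.5% of +RV fragments.

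Promoter shares in −RV and +RV were 12.3% and 13.7% with the 1000 minimum, 11.8% and 13.5% with the 1500 minimum, 13.6% and 15.02% with a TSS enrichment of at least 4, and 11.6% and 13.2% with mitochondrial fragments in the total. Long-fragment shares were 2.52% and 21.01%, 2.63% and 21.3%, and 2.34% and 20.5% under the first 3 of these settings. Without mitochondrial fragments the medians per barcode were 585.5 and 622. The +RV value stayed above the −RV value in each of these pairs. Promoter shares split by fragment length did not all keep this direction: only fragments up to 50 bp did, and each longer class had the higher share in −RV.

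Resolution 2 gave 17 −RV and 14 +RV clusters, and 8 −RV clusters formed with 10 components or after thinning barcodes to 500 fragments. Lists that named a cluster numbered 1 in −RV and 4 in +RV with the 1000 minimum, 3 in +RV with the 1500 minimum, and 3 in −RV and 5 in +RV after thinning. In +RV the 1000 minimum lost the T cell-like, endothelial-like and plasma cell-like names. Thinning there lost the endothelial-like, stromal-like and plasma cell-like names and gained a macrophage and monocyte-like one. A TSS enrichment of at least 4 also lost the plasma cell-like name in +RV. In −RV the 1000 minimum left 81.3% of barcodes unnamed. Thinning of −RV barcodes lost the T cell-like and stromal-like names and left 56.9% unnamed. Without the 5% deepest barcodes, −RV lost the stromal-like name (19.0% of barcodes unnamed) and +RV the plasma cell-like name (31.03% unnamed). At resolution 0.5, −RV lost the T cell-like and +RV the plasma cell-like name. The pancreatic acinar-like share in −RV (7.86%) was 18.7% with the 1000 minimum, 9.77% after thinning and 9.69% with a TSS enrichment of at least 4. In +RV (3.23%) it was 6.64%, 22.1% and 4.08% under these settings, 9.70% with the 1500 minimum, 2.89% without the 5% deepest barcodes and 4.49% in the random set. With the gene window, 6 of 16 cell type lists in −RV and 10 in +RV stood above random lists for dispersion, in place of 3 and 6. The study's genes, not among the 16, lay at percentiles 98.3 and 98.2 there. After thinning barcodes to 500 fragments 2 lists stood above in −RV and 4 in +RV.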

Other observations

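Some tests below were chosen only after the result was seen: the upper size limits of the libraries, the lengths below the −RV limit, the endothelial list in single cells and the gain of endothelial promoters against other promoters, as were the islet and duct lists. Other accessible programmes were visible in the clusters. NK cell genes went with T cell genes in +RV, at 3.30 times (interval 2.96 to 3.68) their share in other barcodes within the T cell-like cluster. The unnamed +RV cluster had 2.48 times (2.36 to 2.61) the macrophage and monocyte share and 2.85 times (2.44 to 3.32) the neutrophil share of other barcodes. The larger erythroid-like +RV cluster also had 1.83 times (1.55 to 2.16) the share of megakaryocyte genes. Among the named +RV clusters, Cd163, a scavenger receptor of red pulp macrophages, reached 2.32 times (1.79 to 2.98) over both erythroid-like clusters. Of the 164 Cd163 fragments outside these, 41 lay in the T cell-like and 28 in the B cell-like cluster. Each other named cluster held at most 9. The rest lay in the unnamed cluster, whose ratio for Cd163 was not computed.

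Some pairs of cell type lists were accessible in the same +RV barcodes less than random pairs of lists were. The correlation of B cell and erythroid counts given depth was -0.0358 (percentile 0 among random list pairs), and that of T cell and erythroid counts was -0.0239 (percentile 0.0102). In −RV these values were 0.0000135 (52.3) and -0.0417 (0.706). Endothelial and pancreatic acinar counts correlated at -0.0216 (percentile 0) in +RV and at -0.0124 (30.1) in −RV. B cell and T cell counts correlated at -0.0136 (1.80) in +RV and at 0.0332 (92.7) in −RV. In the −RV T cell-like cluster NK cell genes reached 2.15 times (1.54 to 2.99) and neutrophil genes 1.68 times (1.02 to 2.72) their share elsewhere.

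Pancreatic acinar genes were concentrated in 189 −RV and 602 +RV barcodes of this spleen series. Reads shared between near-identical enzyme genes are argued against by the regulators of the list, Ptf1a at 42.6 times and Rbpjl at 7.77 times (interval 5.18 to 11.4) in +RV. Material of another sample in a few Tn5 reactions is argued against too, since all 20 Tn5 indices held such barcodes in each set and none held over 8.14% of them in +RV or 8.99% in −RV. Pancreatic tissue taken with the spleen may be the source, and the tests of it differ: the better of the islet and duct lists, duct, reached percentile 84.7 for concentration over +RV promoters (98.7 in −RV) and 99.3 over +RV gene windows (98.6 in −RV), the islet list 55.7 and 55.3 in +RV, while duct genes reached 3.205 times (2.70 to 3.78) and islet genes 1.63 times (1.25 to 2.09) their share elsewhere inside the cluster. The windows differ, with few promoter fragments of the lists (172 islet and 183 duct in +RV), so this stays open.

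Longer fragments in the +RV set were present in every Tn5 reaction, at 19.1% above nucleosome core length in the lowest +RV index against 4.08% in the highest −RV index. The study's methods describe that the Tn5 reactions were mixed before nuclei were split between the treatments. Both sets then share the same reactions, and each of the 20 +RV indices lay above every −RV index. These values argue against a few Tn5 reactions as the source of the longer fragments. In −RV, fragments of the 10-bp class from 190 bp were 0.0936 times as frequent as those of the class from 170 bp, with 0.0933 in mitochondrial DNA, against 0.810 and 0.689 in +RV. Different upper size limits of the libraries are therefore a candidate explanation. For fragments above core length, size selection of the whole +RV library cannot be told apart from a change in chromatin, because the rise in their mitochondrial share was 42.8% of the nuclear rise, between the limits set for either reading. Reverse crosslinking itself stays open, with 1 set per condition.

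Among fragments from 80 bp to under 170 bp, below the −RV limit, those of at least 120 bp rose in nuclear DNA from 27.6% (exact interval 27.4 to 27.7) to 39.0% (38.9 to 39.01), but were 34.96% (34.5 to 35.4) and 34.92% (34.8 to 35.1) in mitochondrial DNA. The mitochondrial change was -0.342% of the nuclear rise, which argues against size selection of the whole +RV library as the source of the longer nuclear fragments in this range. Reverse crosslinking and other differences between the 2 sets that act on nuclear DNA alone stay open, and no biological explanation was tested here.

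Endothelial promoters with a bulk peak in +RV alone numbered 5, and whether the gain is spread over all promoters alike stays open: the adjusted Fisher p was 0.00610, in a test chosen after the gain was seen, 0.593 with the same number of peaks per library, and 0.688 for the exact sign test. A larger share of endothelial chromatin stays open as well: in single cells the list lay at percentile 63.6, with a median of 0.26 inside the random range of -0.20 to 0.60 on 50 −RV fragments, so the limit of 90 set for this test was too high to exclude it. More peaks called in +RV cannot be told apart from an effect of reverse crosslinking, because 2 endothelial genes showed the pattern with the same number of peaks per library, between the limits set for either reading.

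Without reverse crosslinking, 1342 barcodes had a TSS enrichment of at least 4 and at least 500 fragments. That is higher than the value quoted from the study above. At 1000 fragments, 185 −RV barcodes passed. That is also higher than the quoted value. Barcodes with at least 1500 fragments before the TSS filter numbered 43 in −RV and 856 in +RV. Both are lower than the quoted values, in sets that the authors had selected on a further criterion. The +RV counts above the TSS limit, 12687, 2564 and 765 at 500, 1000 and 1500 fragments, and the 34 of −RV at 1500 are higher than the quoted values, by less than 1.5 times. TSS enrichment was computed by another formula here, and no doublets were removed.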
